A study of Mus musculus with 33 samples. Its data were reported in "Immunoprophylactic and immunotherapeutic control of hormone receptor-positive breast cancer" (2020).

How the data were processed

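Tumour-free C57Bl/6 mice drank water with nicotinamide (NAM, a form of vitamin B3) for 1, 3 or 14 days, or were left untreated, and the RNA of their spleens and lymph nodes was sequenced. The labels give NAM at 0.5% in the water. The 33 libraries are 20 labelled spleen, with 5 in each group, and 13 labelled lymph node, with 3 untreated, 2 at 1 day, 4 at 3 days and 4 at 14 days. Groups and replicate numbers were taken from the sample titles, and each data column was matched to its sample through the sample description. Per-library columns left unmapped numbered 0.

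The authors deposited a single table of normalised read counts per gene, a signal on a linear scale in which each library's read count is divided by a DESeq2 size factor. The header names the mm10 assembly and the gene annotation of the sequencing service, and the study's methods give STAR alignment and counting on constitutive gene regions for its other RNA-seq sets. Strand use in the counting is not stated, so reads of overlapping genes and of near-identical copies can be shared. The table has 56414 rows, of which 36109 had reads, 30657 carry no symbol and 639 carry several. A row without a symbol is named by its identifier.

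Each library's non-zero values were whole multiples of a single step, for 100.0% of values in the lowest library, and the step returned the whole reads. Size factors recomputed by the median-of-ratios method matched those of the libraries labelled spleen, with ratios of 0.9999 to 1.0001. In the libraries labelled lymph node the ratios were 0.9621 to 0.9719. The 2 sets of libraries were therefore scaled separately, and tests were run within a label. A level set across the labels carries that limit. Replicate libraries were compared in 56 pairs, 0 of which were identical, and the smallest chi-square per degree of freedom was 8.93, so every library counted as a replicate.

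Whole reads per library ranged from 18325061 to 54830743 under the spleen label and from 30424968 to 46733974 under the lymph node label. Such depths limit the precision of rows with few reads, and the filter on low values removed rows with a mean normalised count under 10.

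Values were tested as log2(normalised count + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend and all 4 groups of a label in one fit. A log2 fold change on this scale understates the change of low genes. The test was two-sided, and p-values were adjusted by the Benjamini-Hochberg method over 18243 genes for the spleen label and 18215 for the lymph node label, with a threshold of 0.05. The design assumed normalised values, as the table held. The genes named are the 2 with the largest rise and the 2 with the largest fall per label and duration, among genes past the threshold whose treated libraries all lay on the same side of all untreated ones. Where none passed, the gene with the smallest p was named. Panel genes fixed before the data were examined are named whatever their values.

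The 5 gene lists (interferon, chemotaxis, immunoglobulin, oxidative and lipid metabolism, NAD metabolism) were also fixed beforehand. The change of a list is the mean log2 fold change of its genes, tested with the limma fry rotation test and adjusted over 30 tests. The difference between the labels in the change of a list score was tested by exact permutation of the treated and untreated labels within each tissue label, adjusted over 15 tests. Its null is no effect in either set, and it treats the libraries of the 2 labels as coming from different animals. The labels do not say whether any animal gave both organs. Lists of marker genes for other tissues and cells, 8 in all, were fixed beforehand too, and the list of spleen and lymph node markers was written after Glycam1 and Spic had been seen. Principal components of the tested log2 values, the share of normalised counts on the mitochondrial chromosome, a limma comparison of 1 with 3 days, and the relations within each side of the second component were added after the data were seen. Correlations across libraries used 100000 permutations or, for 9 libraries, exact enumeration, two-sided (scipy 1.17.1, numpy 2.4.6, Python 3.11.15).

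Checked on simulated reads of the same depth, with 200 genes changed 2-fold, the test recovered 80.5% to 88.5% of changed genes among 18243 for the spleen label, with at most 6.5% false calls. For the lymph node label it recovered 85% to 93% among 18215, with at most 5.3% false. Among 300 lists without a change, 15 and 17 had p under 0.05. The changed genes were drawn only from rows with a mean well above the filter, and genes were simulated independently, without a division of the libraries. The genes called in the data changed less, with a median absolute log2 fold change of 0.43 and 0.39 at 1 and 3 days under the spleen label. Under the lymph node label it was 0.75 to 0.86. The check does not cover lower genes, smaller changes or correlated genes.

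Alternatives covered the pseudocount, the filter, the scaling, the groups in the fit, library weights, the replicate number as a block, each replicate left out, the rule of unadjusted p of at most 0.05 with a fold change of at least 1.5, and edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads. For lists they also covered the limma camera test, with a small preset correlation among the genes of a list, and exact permutation of the list score. Thinning to equal depth and an adipocyte score as covariate were added after the data were seen. Replicate numbers come from the titles, and same-numbered libraries of different groups are different animals. Positions are on mm10, and overlapping genes were taken from GENCODE M21 on the same assembly.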

Results

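RNA of spleen and lymph node was sequenced from tumour-free mice that drank nicotinamide (NAM) over 1, 3 or 14 days and from untreated mice. The question was which transcripts, and in particular those of interferon signalling and chemotaxis, change in lymphoid organs and when. The libraries labelled spleen comprised 5 per group. Those labelled lymph node comprised 3 untreated, 2 at 1 day, 4 at 3 days and 4 at 14 days. Under the spleen label, whole reads per library numbered 18325061 to 31486631 in untreated, 21848473 to 32066627 at 1 day, 43632016 to 54830743 at 3 days and 19880930 to 48338251 at 14 days. Under the lymph node label they numbered 31625621 to 34898008 in untreated, 31313211 to 46733974 at 1 day, 31827040 to 44846118 at 3 days and 30424968 to 42634672 at 14 days.

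Glycam1 and Spic, chosen to check the tissue labels, went against them. Glycam1 encodes a mucin of lymph node high endothelial venules, on chromosome 15 from 103562762 to 103565081 of mm10. Its normalised read count was 157900 ± 39520 (SD, n = 5) in untreated libraries labelled spleen, and it ranged from 1.585 to 12.38 over the 13 libraries labelled lymph node. Spic encodes a transcription factor of splenic red pulp macrophages, on chromosome 10 from 88674774 to 88683026. Its normalised read count was 1083 ± 159.7 (SD, n = 5) in untreated libraries labelled spleen and 9528 ± 533.2 (SD, n = 3) in untreated libraries labelled lymph node. The 2 genes lay in the order opposite to the label in 33 of 33 libraries. Tissues are therefore named below only as the labels name them, and every direction given for a label carries this limit. The 2 sets were scaled separately, with a median log2 ratio of -0.15 over 17147 genes.

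**Figure D1:**
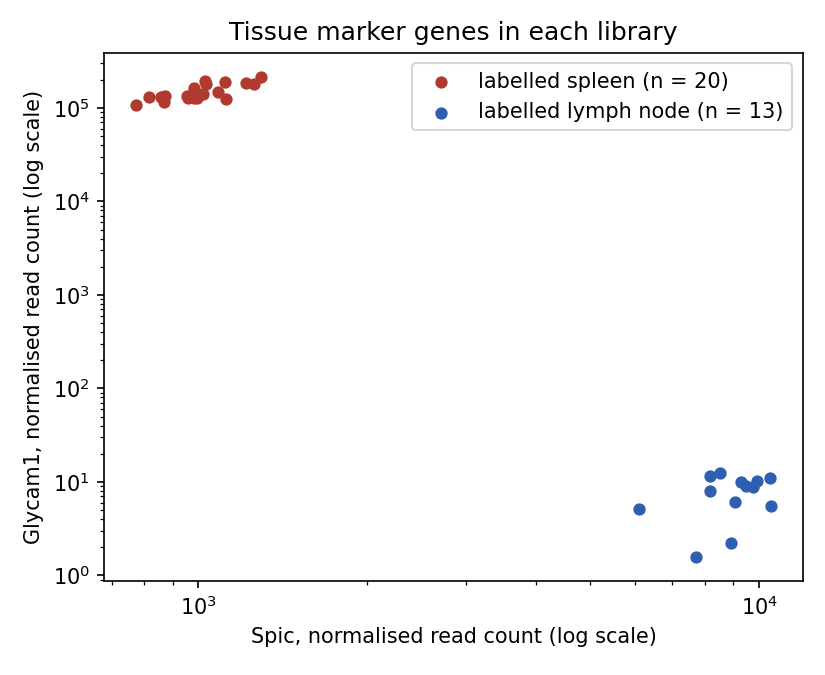
Normalised read counts of Spic (x axis, log scale) and Glycam1 (y axis, log scale), with a point per library, for 20 libraries labelled spleen and 13 labelled lymph node. The 20 libraries labelled spleen lie high in Glycam1 and low in Spic, and the 13 labelled lymph node lie the other way round.

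In libraries labelled spleen, limma with Benjamini-Hochberg adjustment called 3030 of 18243 genes changed at 1 day, 1562 higher and 1468 lower. At 3 days it called 1013 genes, 514 higher and 499 lower. At 14 days it called 0 genes, while 510 had an unadjusted p under 0.05. Of the genes called at 1 and 3 days, 845 were shared and 845 of these changed in the same direction, although both comparisons used the same untreated libraries. The alternative that moved the 1 day count most was the rule of unadjusted p with a 1.5-fold change, which gave 1497 genes. At 3 days, library weights gave 4722. Groups that did not overlap made up 11.9% of genes at 1 day, 5.1% at 3 days and 0.5% at 14 days, where chance gives 0.8%.

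The 20 libraries labelled spleen fell into 2 sets on the second principal component, which held 13.6% of the variance. The 9 libraries above 0 were those at 1 day and 4 of those at 3 days. The 11 below 0 were the untreated libraries, those at 14 days and replicate 1 at 3 days. Compared directly, 1 gene differed between 1 and 3 days by limma with adjusted p under 0.05, and 1273 had an unadjusted p under 0.05. The labels give no sequencing or preparation batch, and in the comparison of 1 day with untreated this division and the treatment cannot be told apart.

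In libraries labelled lymph node, limma called 221 of 18215 genes at 1 day, 161 higher and 60 lower. It called 226 at 3 days, 61 higher and 165 lower, and 144 at 14 days, 20 higher and 124 lower. Genes shared by the calls at 3 and 14 days numbered 89, and 89 of these changed in the same direction against the same untreated libraries. The alternative that moved the 1 day count most, unadjusted p with a 1.5-fold change, gave 894, of which 423 were higher and 471 lower, so the balance of the 1 day calls was not kept, and DESeq2 on the recovered reads gave 537. Non-overlapping groups made up 32.6% of genes at 1 day, where chance gives 20%, and 15.3% and 11.5% at 3 and 14 days, where chance gives 5.7%.

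**Figure D2:**
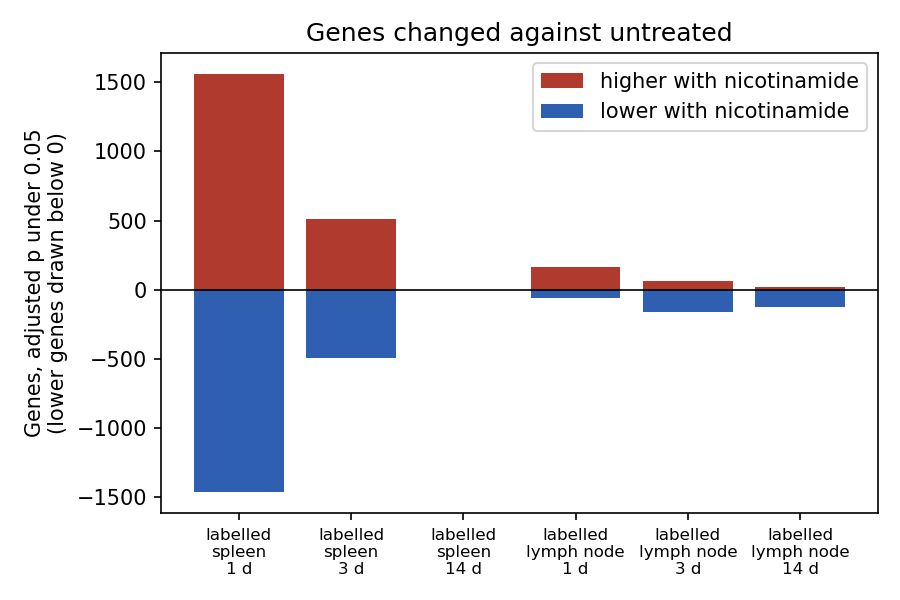
Number of genes with adjusted p under 0.05 against untreated (y axis), higher genes above 0 and lower genes below 0, for each label and duration (x axis). The bars reach 1562 higher and 1468 lower genes at 1 day under the spleen label and 0 at 14 days.

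Among the genes with the largest changes at 1 day under the spleen label, the histone gene Hist1h2ae rose from 3.403 ± 4.223 to 17.28 ± 6.338 normalised read counts (SD, n = 5 each), a log2 fold change of 2.58 with a limma adjusted p of 0.00385. It lies on chromosome 13 from 23570517 to 23571221 and belongs to a family of near-identical copies, so reads of other copies can be counted in it. The pseudogene Gm6222 rose with a log2 fold change of 2.54, and did not pass with pseudocount 0.1 (limma adjusted p 0.107). The largest fall was in the row GSMG0043413, on chromosome 1 from 24613965 to 24614713 over 2 annotated pseudogenes. Its log2 fold change was -4.76, with a limma adjusted p of 0.000231. The untreated libraries varied widely, with 466.1 ± 460.2 normalised read counts against 15.25 ± 12.33 at 1 day (SD, n = 5 each). The row GSMG0041517, on the mitochondrial chromosome from 332 to 623 within the ribosomal RNA gene mt-Rnr1, had a log2 fold change of -3.71. Mitochondrial reads were 4.8% to 8.3% of normalised counts on one side of the second principal component and 8.4% to 14% on the other. These falls therefore cannot be told apart from that division of the libraries. At 3 days the largest changes were those of GSMG0026351 (log2 fold change 2.01), Gm17399 (1.60), GSMG0005610 (-1.61) and a second row of Srd5a1 (-1.43). None of these passed in all of 12 alternatives, where the highest adjusted p was 0.0827, 0.0819, 0.0732 and 0.0838 in that order. The Srd5a1 row also overlaps exons of Nsun2 and Gm17108, so its reads can come from those genes. At 14 days no gene passed, and Dusp6 had the smallest p, with a log2 fold change of -0.43 and a limma adjusted p of 0.253. Dusp6 passed with DESeq2 (adjusted p 0.0036) and with the adipocyte score in the limma model (0.0484).

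Under the lymph node label at 1 day, Pdk4 rose from 385.4 ± 190.7 (SD, n = 3) to 2580 ± 601.7 (SD, n = 2) normalised read counts, a log2 fold change of 2.83 with a limma adjusted p of 0.000437. Pdk4 lies on chromosome 6 from 5483351 to 5496310. The row GSMG0005309 rose by a log2 fold change of 2.75, and GSMG0034942, within the haemoglobin gene Hbb-bs, and GSMG0041517 changed by -3.22 and -3.28. GSMG0041517 did not pass with pseudocount 5, the 2 groups alone, library weights, the block or edgeR, or without the filter. Its adjusted p there was 0.0511 to 0.119. GSMG0005309 did not pass with the 2 groups alone, library weights or the block, or without the filter (0.0528 to 0.0663). At 3 days a row of the near-identical genes Mrgpra2a and Mrgpra2b rose (1.18), as did GSMG0043434 over Rpl10-ps3 (1.15). Apol8 fell, with a log2 fold change of -4.94 and a limma adjusted p of 0.00334, and GSMG0058595, within the haemoglobin gene Hbb-bt, changed by -5.43. GSMG0058595 did not pass with pseudocount 0.1 (limma adjusted p 0.0612) or with DESeq2 (0.167). It had 2.762 ± 5.524 normalised read counts (SD, n = 4) at 3 days. The 2 haemoglobin rows cover only short stretches of chromosome 7, from 103813450 to 103813473 (GSMG0058595) and from 103827869 to 103827927 (GSMG0034942). They do not measure the whole genes. At 14 days Gpat2 (1.84) and GSMG0043226 (1.39) rose, and Acsl6 (-2.93) and Pklr (-3.20) fell. Pklr had a limma adjusted p of 0.00239. The Pklr row overlaps exons of Hcn3 and the Acsl6 row exons of Gm12224. Over 11 alternatives the highest adjusted p was 0.0703 for the Mrgpra2a and Mrgpra2b row, 0.0752 for Gpat2 and 0.0813 for GSMG0043226.

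Interferon genes were compared as a list of 46 genes. Under the spleen label at 1 day the list was higher by a mean log2 fold change of 0.499, with an adjusted p of 0.00714 by the limma fry test, and 5 of 5 libraries lay above the untreated ones. This was the only one of 30 list tests past the threshold. The list was also higher at 1 day than at 3 days, by 0.426 in an exact permutation test with p of 0.00794, the smallest that 5 against 5 libraries allow. Of the 46 genes, 26 passed when adjusted over all genes and 31 when adjusted over the list alone, the latter 31 all higher. Isg15 rose from 547.7 ± 129.3 to 1232 ± 127.7 normalised read counts (SD, n = 5 each), a log2 fold change of 1.19 with a limma adjusted p of 0.000483. Ifit1 rose by 1.17, Irf7 by 0.62 and Cxcl10 by 0.65 on the log2 scale, with limma adjusted p of 0.00129, 0.014 and 0.0215. With library weights Irf7 did not pass, with a limma adjusted p of 0.0543. The Cxcl10 row overlaps exons of Art3 and the Irf7 row exons of Phrf1. Ifnb1 stayed below the filter, with at most 3.03 normalised counts in a library.

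Under the lymph node label the interferon list changed by -0.21 at 1 day, -0.111 at 3 days and -0.423 at 14 days, with limma fry adjusted p of 0.529, 0.684 and 0.0768. The 1 day value rested on 2 libraries, and leaving each out gave -0.464 and 0.044. At 14 days 9 of the 46 genes passed when adjusted over all genes and 30 when adjusted over the list alone, of which 0 were higher, and 34 had an unadjusted p under 0.05. Isg15 had a log2 fold change of -0.86 and Irf7 of -0.62, each with a limma adjusted p of 0.0138. Neither passed with only the 2 groups in the fit (0.0647 and 0.0501). Ifit1 at -0.83 and Cxcl10 at -0.34 did not pass, with limma adjusted p of 0.0907 and 0.0891. With library weights both passed (0.0488 and 0.0391), and Cxcl10 also passed with DESeq2 (0.0203).

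**Figure D3:**
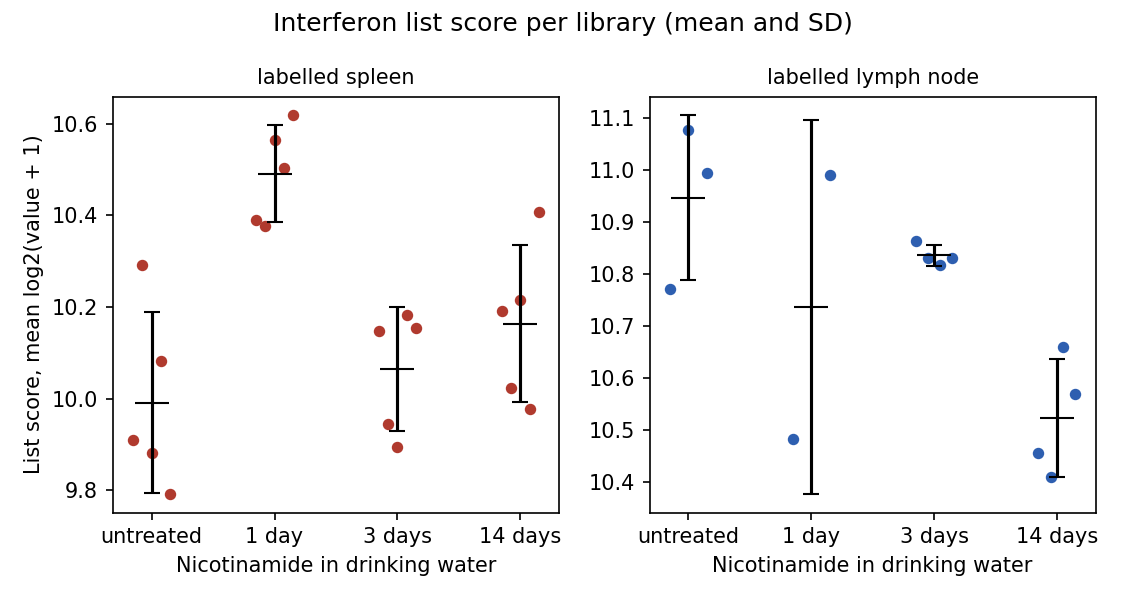
Interferon list score, the mean log2(normalised count + 1) of its 46 genes (y axis), for each library by days of NAM (x axis), with mean and SD, under each label on axes of different range. The 5 libraries at 1 day under the spleen label lie above the untreated and 3 day libraries, and the 2 at 1 day under the lymph node label lie apart from each other.

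The chemotaxis list passed in none of the 6 comparisons by the limma fry test. Its changes were 0.028, 0.044 and -0.028 at 1, 3 and 14 days under the spleen label, and 0.123, 0.117 and -0.021 under the lymph node label. These means cover changes in both directions. At 1 day under the spleen label 7 of its 39 genes passed when adjusted over all genes and 7 when adjusted over the list alone, of the latter 3 higher. At 3 days under the lymph node label 1 of 42 passed over all genes and 7 over the list alone, of the latter 6 higher. By the camera test, which compares a list with other genes, it passed at 1 and 3 days under the lymph node label, with adjusted p of 0.0297 and 0.0314. The 1 day change rested on replicate 1 (score 9.4003), the library with a high pancreatic list score, and was 0.019 without it. Replicate 2, at 9.1928, lay within the untreated range of 9.1277 to 9.2226. At 3 days the change was 0.039 without replicate 3, which scored 9.5224. Cxcl9 and Ccl2 did not pass in any comparison by limma. Cxcl9 at 3 days under the lymph node label, with a log2 fold change of 0.42, 4 of 4 libraries above the untreated ones and a limma adjusted p of 0.063, depended on the fit, with 0.0252 for limma library weights and 0.00852 for DESeq2. The immunoglobulin list changed by 0.615 at 1 day under the lymph node label, with a limma fry adjusted p of 0.0768. Nnmt, which methylates nicotinamide, rose at 1 day under the spleen label by a log2 fold change of 1.44 with a limma adjusted p of 0.0259, and 0.0715 with library weights. Nampt rose by 0.20, with a limma adjusted p of 0.228.

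The oxidative and lipid list changed by 0.681 at 1 day under the spleen label, with a limma fry adjusted p of 0.194. Over the 20 libraries its score followed that of a list of adipocyte genes that shares no gene with it. Pearson's r was 0.98 and Spearman's rho 0.96, each with a permutation p of 1e-05, the smallest they can give, and the adjusted value for Pearson's r was 2e-05 over 2 relations. Without the 2 libraries farthest from the median of the adipocyte score r was 0.97, and for deviations from the group means it was 0.99. Within the sets of libraries on the second principal component, r was 0.99 and rho 0.92 in the 11 libraries (permutation p 1e-05, the smallest it can give, and 0.00024) and 0.98 and 0.98 in the 9 (exact permutation p 1.38e-05 and 4.96e-05), and the adjusted value for r was 2.76e-05 in both, over 4 relations. The interferon list did not follow the adipocyte list, with r of 0.27 (permutation p 0.25033) and rho of 0.28 (permutation p 0.2398). Within the 11 and the 9 libraries its r was 0.31 (permutation p 0.352) and 0.15 (exact permutation p 0.694). Its r was 0.09 without the 2 farthest libraries and -0.02 for deviations from the group means.

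**Figure D4:**
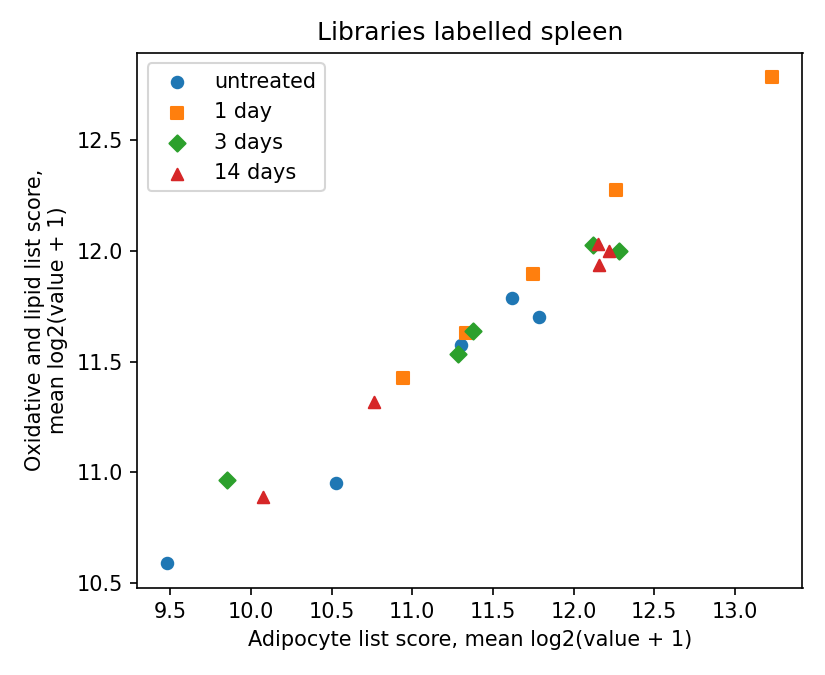
Score of the oxidative and lipid list (y axis) against the score of the adipocyte list (x axis), each a mean log2(normalised count + 1), for the 20 libraries labelled spleen, with a symbol per group. The libraries of every group lie along the same line, with r of 0.98.

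The erythroid marker list was lower under the lymph node label at 3 days, by a mean log2 fold change of -2.314, and at 14 days, by -1.62, with limma fry adjusted p of 0.0136 and 0.0369. At 1 day it changed by -0.646, which did not pass (limma fry p 0.179 before adjustment), although 2 of 2 libraries lay below the untreated ones. Its score was 12.87 ± 0.12 (SD, n = 3) in untreated libraries, 12.22 ± 0.03 (SD, n = 2) at 1 day, 10.56 ± 0.92 (SD, n = 4) at 3 days and 11.25 ± 0.36 (SD, n = 4) at 14 days.

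**Figure D5:**
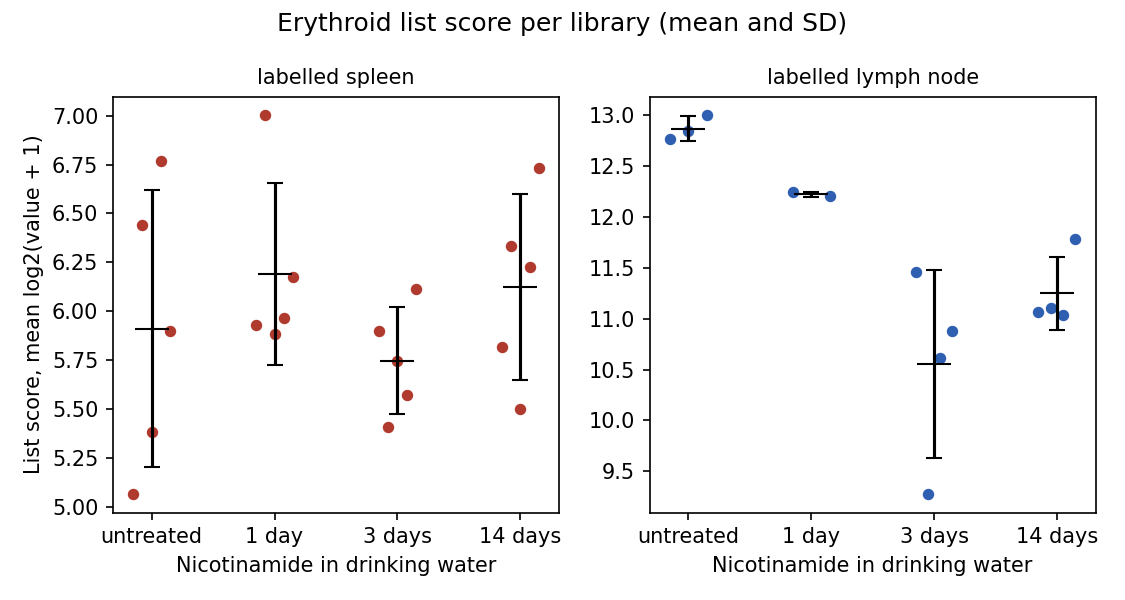
Erythroid list score, the mean log2(normalised count + 1) (y axis), for each library by days of NAM (x axis), with mean and SD, under each label on axes of different range. Under the lymph node label the scores at 1, 3 and 14 days lie below those of the 3 untreated libraries.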

Values the study reported

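An early increase of type I interferon and chemotaxis gene sets was described by the study for the NAM-treated animals of this experiment. It reported a circulating NAM level of about 16.3 µg per mL in supplemented mice.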

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

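The comparison of the interferon list between 1 and 3 days was chosen only after the result was seen. Libraries far from the others of their group were looked for in 84 sets of values, and 3 were found. About 1 set in 20 gives such a library by chance, so 3 is no more than chance gives. The Cxcl10 normalised count was 1064.0 in replicate 5 at 14 days under the spleen label, against 492.6 to 622.6 in the other libraries. The immunoglobulin list score was 13.9042 in replicate 3 at 3 days under the lymph node label, against 13.1213 to 13.2304, and 13.4886 in replicate 2 at 14 days, against 13.134 to 13.1822. No technical or biological explanation was tested for these single libraries.

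The change of a list differed between the 2 labels in 3 of 15 tests, for 2 lists. The interferon list differed by 0.709 at 1 day (exact permutation p 0.00714, adjusted 0.0417 over 15 tests and 0.0417 to 0.0595 over 6 alternatives), where it was 0.499 under the spleen label and -0.21 under the lymph node label. It differed by 0.595 at 14 days (exact permutation p 0.00601, adjusted 0.0417), with 0.172 and -0.423. The immunoglobulin list differed by -0.769 at 1 day (exact permutation p 0.00833, adjusted 0.0417), with -0.154 and 0.615. The null of this test is no effect in either set, so an effect under one label contributes to a small p. The test also treats the 2 labels as different animals, which the labels do not state. With all libraries thinned to equal depth the interferon difference at 1 day was 0.717, so depth did not remove it. The 1 day values under the lymph node label rest on 2 libraries, and the interferon change there was -0.464 without replicate 2 and 0.044 without replicate 1. The low value thus rests on replicate 1, the library with the high pancreatic list score (12.61), and replicate 2, at 10.9904, lay within the untreated range of 10.7702 to 11.076. The opposite direction at 1 day therefore rests on that library. Without it the changes were 0.499 and 0.044, and the difference between them was not tested. The labels cannot be used to name the organ of either direction, since 20 of 21 marker genes besides Glycam1 and Spic lay against them. The immunoglobulin change at 1 day under the lymph node label was 0.561 to 0.669 when a replicate was left out. It therefore does not rest on replicate 1. Thinning to equal depth did not reverse this list under either label. The immunoglobulin difference was -0.678 with quantile normalisation and -0.78 without the filter, with exact permutation adjusted p of 0.0556 and 0.0595. Its source stays open.

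The rise of the interferon list at 1 day under the spleen label was weighed further. Low untreated libraries would leave no rise against 3 and 14 days together, but the rise was 0.377 (exact permutation p 0.000999), with 3 of 5 libraries above all of the other 10. The division of the libraries on the second principal component would leave little against 3 days, where 4 of 5 libraries lie on the same side as those at 1 day, but it was 0.426, and 5 of 5 libraries at 1 day lay above those at 3 days. With the adipocyte score in the model it was 0.503. Length and GC content were not tested for this list, so a transient response to NAM remains a hypothesis for this rise.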

How the results depend on the processing

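Under the spleen label the count at 1 day was 1497 by the rule of unadjusted p with a 1.5-fold change, and 2277 to 2887 over the 10 fits that each left out one replicate. The share of higher calls, 51.6%, was 47.6% by that rule, 49.6% without the filter and 41.8% with quantile normalisation. At 3 days the count was 620 by that rule, 572 without the filter, 140 with only the 2 groups compared, 4722 with library weights, 2115 with the adipocyte score, 1614 with DESeq2 and 158 to 2782 over the 10 fits that left out a replicate, the highest without 3 day replicate 1. The share of higher calls, 50.7%, was 62.5% with edgeR, 63.6% with only the 2 groups compared and from 48.1% to 49.9% by the rule, with quantile normalisation and after thinning. At 14 days the count was 204 by the rule, 1 without the filter, 3 with the adipocyte score, 1 with DESeq2 and 0 in each of the 10 fits that left out a replicate, where 434 to 693 genes had an unadjusted p under 0.05.

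Under the lymph node label the counts at 1, 3 and 14 days were 894, 615 and 630 by the rule and 537, 506 and 382 with DESeq2. At 1 day the count was 139 without the filter and 66 to 125 over 3 fits that left out a replicate. At 3 days it was 557 with library weights and 85 to 302 over 7 such fits. At 14 days it was 278 with library weights, 55 with only the 2 groups compared and 31 to 159 over 7 such fits. The share of higher calls was 47.3% by the rule at 1 day against 72.9%, 41.8% with library weights and 37.2% with DESeq2 at 3 days against 27%, and 31% by the rule and 25.2% with library weights at 14 days against 13.9%. edgeR gave 222, 206 and 160 genes. The cause was not tested for these counts.

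With the replicate number as a block, the counts were 3039, 1000 and 0 under the spleen label and 132, 167 and 121 under the lymph node label. Same-numbered libraries are different animals, and the mean correlation of their deviations was 0.031 and -0.014.

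The interferon list at 1 day under the spleen label stayed at 0.45 to 0.574 when a replicate was left out. By exact permutation of its score, 0.499 had an adjusted p of 0.238, against 3.32e-14 to 0.238 over its 13 alternatives. With 5 against 5 libraries and 30 tests that p could not pass. The camera test, which compares a list with other genes, put 10 more list changes past the threshold at unchanged size. These were oxidative and lipid under the spleen label (0.681, 0.311 and 0.313), interferon at 14 days there (0.172), and under the lymph node label interferon (-0.21 and -0.423), immunoglobulin (0.615 and 0.264) and chemotaxis (0.123 and 0.117). The immunoglobulin change of 0.615 also passed with only the 2 groups compared, and oxidative and lipid at 1 day passed at 0.178 with the adipocyte score.

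Some list changes near 0 reversed. Chemotaxis under the spleen label was -0.012 at 1 day and -0.025 at 3 days with the stricter filter, and 0.033 without the filter and 0.014 with library weights at 14 days. At 3 days library weights gave -0.033 for interferon and -0.01 for NAD, the adipocyte score gave -0.016 for NAD, and under the lymph node label quantile normalisation gave 0.009 for NAD. Leaving out a replicate gave chemotaxis from -0.079 to 0.119, from -0.017 to 0.13 and from -0.088 to 0.058 at 1, 3 and 14 days under the spleen label and from -0.073 to 0.009 at 14 days under the lymph node label. It gave NAD from -0.013 to 0.044 at 3 days and immunoglobulin from -0.017 to 0.12 at 14 days under the spleen label. At 1 day under the lymph node label, with 2 treated libraries, interferon (-0.21) ranged from -0.464 to 0.044, and chemotaxis (0.123) kept its sign, from 0.019 to 0.227.

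The differences between labels lost the threshold without the filter (interferon 0.683 and 0.583 at 1 and 14 days, immunoglobulin -0.78) and with quantile normalisation (0.696, 0.58 and -0.678). Their adjusted p was 0.0595 and 0.0556, against 0.0417 to 0.0595 over 6 alternatives. The chemotaxis difference at 14 days became 0.011 with pseudocount 0.1 and 0.067 without the filter.

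Some named genes reversed. Library weights gave -0.09 for Ifit1 and -0.17 for Irf7 at 3 days under the spleen label, and 0.01 for Irf7 at 3 days and 0.12 for Nnmt at 14 days under the lymph node label. Under the spleen label the adipocyte score gave Cxcl9 0.04 and 0.02 at 1 and 14 days, and the count tests gave Ccl2 -0.01 at 1 day and Nampt 0 at 3 days (edgeR). For Nnmt at 14 days under the lymph node label the count tests gave 0.02 and thinning 0.03. Leaving out a replicate at 1 day gave Ccl2 from -0.13 to 0.32 and Cxcl9 from -0.23 to 0.04 under the spleen label, and Nnmt from -0.12 to 0.19 under the lymph node label. At 3 days it gave Nampt from -0.13 to 0.05 and Irf7 from -0.04 to 0.21 under the spleen label, and Irf7 from -0.17 to 0.05 and Ccl2 from -0.05 to 0.23 under the lymph node label. At 14 days it gave Cxcl9 from -0.19 to 0.05 (spleen label) and Nnmt from -0.2 to 0.12 (lymph node label). At 1 day under the lymph node label, Ifit1 (-0.37) ranged from -1 to 0.26, Isg15 (-0.26) from -0.57 to 0.06 and Cxcl10 (-0.1) from -0.27 to 0.06. Cxcl9 at 3 days there (0.42) had an adjusted p of 0.0252 with library weights, 0.0484 with the block and 0.00852 with DESeq2, against 0.00852 to 0.117 over 12 alternatives. The cause of these changes was not tested. Irf7 (0.49) and Nnmt (1.02) at 1 day under the spleen label lost the threshold with library weights, at adjusted p of 0.0543 and 0.0715, against 0.00703 to 0.0543 and 0.00798 to 0.0715 over 13 alternatives. Isg15 (-0.86) and Irf7 (-0.62) at 14 days under the lymph node label lost it with only the 2 groups compared, at 0.0647 and 0.0501, against 0.00159 to 0.0647 and 1.82e-05 to 0.0501 over 12 alternatives. Dusp6 at 14 days under the spleen label passed with DESeq2 (-0.43, 0.0036) and with the adipocyte score (-0.39, 0.0484), against 0.0036 to 1 over 13 alternatives. Besides reversals, named genes, these included, changed side of the threshold outside the fits that left out a replicate, 35 weaker and 9 stronger.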

Other observations

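The comparison of 1 with 3 days, the pancreatic test and the test of replicate 1 were chosen only after the result was seen. Glycam1 and Spic lay against the tissue labels, and 21 other marker genes were examined. Of these, 20 were higher in the set with the other label, 16 of them with no overlap between the sets. The exception was Clca3a1. If single libraries had been exchanged only some would show this, but 33 of 33 did. If separate scaling were the source, genes in general would shift as much, but the median log2 ratio was -0.15. An exchange of the 2 tissue labels is a candidate explanation. Whether it arose in the labels or in the table was not tested. The value of Xist was 2003 or more in every library and the 4 Y-linked genes examined had 0 reads, so sex does not separate the sets.

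The 3030 genes called at 1 day under the spleen label may reflect a division of the libraries as well as the treatment. If the division were the source, few genes would differ between 1 and 3 days, and 1 did. A response to NAM lasting from 1 to 3 days and gone by 14 days would give the same value, so the explanations cannot be told apart. Mitochondrial reads were 4.8% to 8.3% of normalised counts in the 9 libraries on one side and 8.4% to 14% in the 11 on the other. Other explanations were weaker. Thinning to equal depth gave 2655 genes, 2557 of them shared with the 3030, the adipocyte score in the model gave 3804, and Spearman's rho of the change over genes was -0.15 with transcript length and -0.1 with GC content, for the 84.2% of tested genes with a value. Genes are not independent replicates. At 3 days thinning gave 882 genes, 784 of them shared with the 1013.

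Replicate 1 at 3 days under the spleen label resembled the untreated libraries. On 1000 genes chosen without either replicate 1, with -1 the untreated mean and 1 the 3 day mean, it lay at -0.94, and untreated replicate 1 lay at -0.74. An exchange of these 2 libraries would put the latter near 1, so it is unlikely. An animal that did not respond, or a library from another group, was not tested.

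Fewer genes were called at 3 and 14 days than at 1 day under the spleen label by the main test. With library weights the order of 1 and 3 days was reversed, with 3932 genes at 1 day and 4722 at 3 days, and without 3 day replicate 1 the 3 day count was 2782. Genes chosen at 1 day in 3 libraries per group were measured in the libraries left out, in 50 draws. The ratio of the change at 3 days to that at 1 day was 0.7, and 0.86 without 3 day replicate 1, where selection as the source would give 0.8 or more. It was under 0.8 in 45 of 50 draws, which goes against selection as the whole source. Without that replicate selection is not excluded. At 14 days the ratio was 0.07.

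Other splits of the same libraries were tested. Among splits that, like the real one, part every same-numbered pair, 1 of 16 gave as many genes at 1 day under the spleen label, 2 of 16 at 3 days and 16 of 16 at 14 days, where the count was 0 and 510 genes had an unadjusted p under 0.05. Under the lymph node label it was 1 of 8 at 3 days and 1 of 8 at 14 days. These few splits cannot give a share under 0.05. With the splits that part fewer pairs included, 1 of 100 gave as many genes at 1 day, 2 of 100 at 3 days and 100 of 100 at 14 days under the spleen label, and 1 of 35 at 3 days and 1 of 35 at 14 days under the lymph node label. At 3 days under the spleen label the other split gave 1626 genes and exchanged replicate 1. Splits that part fewer pairs gave at most 72, 917 and 1269 genes at 1, 3 and 14 days under the spleen label, and 41 and 16 at 3 and 14 days under the lymph node label.

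Fat tissue carried along with the organ is a candidate source of the higher oxidative and lipid list at 1 day under the spleen label. Its change of 0.681 became 0.178 with the adipocyte score in the model, with a limma fry adjusted p of 0.0211, against 5.57e-09 to 0.5 over its 13 alternatives, so a part is not accounted for. A change of fat cell transcripts by NAM itself would look the same.

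More genes were lower than higher at 3 and 14 days under the lymph node label. The content of red blood cell precursors may account for part of this. The 197 genes called lower, without the erythroid list, had a median residual r of 0.29 with the erythroid score within groups, at the 100 percentile of 10000 random lists, which had a median of -0.01. The random lists were matched on mean level only. Genes that vary together for another reason could also lie high, so the percentile does not single out red blood cell content. Rows without a symbol, such as GSMG0058595 within Hbb-bt, stayed among the 197. Whether NAM lowers that content or sampling does was not tested.

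Pancreatic genes were higher in 1 of the 2 libraries at 1 day under the lymph node label. The pancreatic list score was 12.61 in replicate 1 and 1.74 in replicate 2, a difference of 10.87, against 1.49 to 1.91 in the 12 libraries other than replicate 1, and 16 of 16 pancreatic rows were over 4-fold higher. Pancreas tissue carried along with the organ is a candidate source. Counting genes that share a row with others, 18 pancreatic rows were tested. Of these, 0 were among the 221 genes with an adjusted p under 0.05 at 1 day, while 18 had an unadjusted p under 0.05.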
